A study of Homo sapiens with 8 samples.

How the data were processed

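RNA was measured in 8 libraries from the human lung cancer cell lines H1975 and HCC44. Per the labels, cells received DMSO or 1 mM ACBI1 for 96 hours, and each of the 4 groups held 2 replicates. The concentration is given in the unit the labels use. It is far above those usual for degraders, so the unit is uncertain. The title of HCC44 ACBI1 replicate 2 shortens the compound's name, and its treatment label gives it in full.

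The values are counts of reads per gene, deposited by the authors as 1 table per library. The tables carry the summary rows that htseq-count writes, per the files themselves. The counter's version, its strand setting, the aligner, the genome build and the annotation are not stated per the labels or the files, so no coordinates are given. Each table lists 61228 gene names and 5 summary rows. The summary rows held 14.3 to 15.8% of each table's total and were left out of library sizes and tests. Counts assigned to genes totalled 62467286 to 70455517 per library. No normalized values from the authors were used.

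Because the strand setting is not stated, antisense genes and genes that overlap another gene are uncertain, as are genes with near-identical copies. Gene names were matched to GENCODE release 29 only for GC content, transcript length, gene class and overlaps, and 57038 names (93.2%) matched.

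Fold changes and tests came from edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on the 4 groups, which left 21307 genes. Libraries were scaled with TMM factors, and CPM values were computed with the scaled library sizes. A single model with a mean per group was fitted to all 8 libraries, with 4 residual degrees of freedom, because 2 libraries against 2 alone leave few. The two-sided quasi-likelihood F-test with robust dispersion was applied to ACBI1 against DMSO in each line and to the difference between the lines, HCC44 minus H1975. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The standard error of a log2 fold change was its size divided by the square root of F. The common biological coefficient of variation was 0.123.

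Gene lists were tested with camera at a preset correlation of 0.01 on the same fit. The 8 lists and 3 contrasts gave 24 tests, adjusted together. The lists were SWI/SNF subunits, nucleic acid sensing, interferon-stimulated genes, antigen presentation, NF-kB and inflammatory cytokines, proliferation, HIF targets and YAP/TEAD targets. The tests fry and camera with an estimated correlation were run beside it. Nutrient stress and cell-cycle exit lists were added later for checks on the proliferation result.

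The genes named were set by a rule. A list of 18 genes was fixed. For each line, the 3 largest rises and the 3 largest falls in log2 fold change were added among called genes with a group mean of at least 5 CPM in that line and both ACBI1 libraries on the same side of both DMSO libraries. The 3 largest positive and the 3 largest negative called differences between the lines were added, with at least 5 CPM in a group of each line. The 3 largest shared rises and shared falls by mean log2 fold change were added under the same CPM minimum. Some genes that the rule names are not reported here. The main tests, gene lists, naming rule and alternatives were chosen before the data were examined.

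Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom of 21.7 to 43.5, so no library was a copy of another. Where a group's counts summed to 10 or fewer in a library pair, the ratio of counts is given with its exact 95% interval, which covers counting error only. A group with no counts was set at a floor of 3 counts.

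The procedure was tested on simulated counts with the real means, dispersions and library sizes, in 5 draws per line with 200 genes changed by 1.5, 2 or 4-fold in that line alone. With 20453 to 20503 genes tested, 72% of the genes changed in H1975 were recovered in that line's comparison and 6.86% of its calls were false. With 20457 to 20501 genes tested, 66.9% of the genes changed in HCC44 were recovered and 11.5% of calls were false. In the difference between the lines, 49.8% and 45.9% were recovered and 8.96% and 11% of calls were false. These shares of false calls are above the nominal level. Changed genes were drawn from those with a mean of at least 1 CPM. Far fewer genes were changed than were called in the data, so the shares of false and recovered calls need not carry over. In the list test on 20470 simulated genes, both comparisons of a list lowered by 0.5 on the log2 scale were recovered and none of 22 unchanged tests was called. Simulated genes were drawn independently of each other. The list test on them therefore cannot show false calls that arise when the genes of a list move together.

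The alternatives were DESeq2 1.42.0, size factors of the RLE type, upper-quartile factors, library totals, no filter, a filter of 1 CPM in 2 libraries, each line fitted alone, the replicate number as a block, non-robust dispersion, stricter thresholds, and each library left out in turn. GC content and transcript length trends were removed per library by lowess with a span of 0.3, using the 95.3% of tested genes with both values. Figures were drawn with matplotlib 3.10.9.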

Results

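The transcriptomes of H1975 and HCC44, human lung cancer cell lines labelled wild type, were compared after culture with ACBI1 or with the solvent DMSO. ACBI1 is a degrader that binds the bromodomains of SMARCA2, SMARCA4 and PBRM1, subunits of SWI/SNF chromatin remodelling complexes, and recruits the VHL ubiquitin ligase to them. The series concerns SMARCA4 loss in lung cancer, tumour immunity and the STING pathway. The comparisons ask which transcripts change with ACBI1 in each line and whether the lines respond alike. Each of the 4 groups held 2 libraries. Counts assigned to genes ranged from 62467286 in H1975 ACBI1 replicate 2 to 70455517 in HCC44 DMSO replicate 2. Correlations of log2 CPM between replicates were at least 0.9923, those between groups of one line at most 0.9756 and those between lines at most 0.8435. Values are TMM-scaled CPM as mean ± SD with n = 2, and adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

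The degrader acts on proteins, so transcripts of its targets do not check the labels. SMARCA4 was at 357 ± 3.3 CPM in H1975 DMSO and 392 ± 20 CPM in H1975 ACBI1, and at 308 ± 12 and 330 ± 32 CPM in HCC44. Neither change was called. SMARCA4 rose past the threshold in H1975 with library totals, at a log2 fold change of 0.34. PBRM1 changed by -0.01 ± 0.11 (log2 fold change ± SE) in H1975 and by -0.12 ± 0.11 in HCC44, and neither was called. The sign of the PBRM1 value in H1975 depended on the scaling. SMARCA2 fell from 65.6 ± 7.2 to 40.7 ± 0.55 CPM in H1975, a log2 fold change of -0.69 ± 0.12 with an adjusted p of 0.00188. In HCC44 it was 58.8 ± 0.12 and 60.9 ± 10 CPM, with an adjusted p of 0.79. The difference between the lines was 0.74 ± 0.17 with an adjusted p of 0.0136. PBRM1 and SMARCA2 overlap other annotated genes, so their counts are uncertain in that respect.

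**Figure D1:**
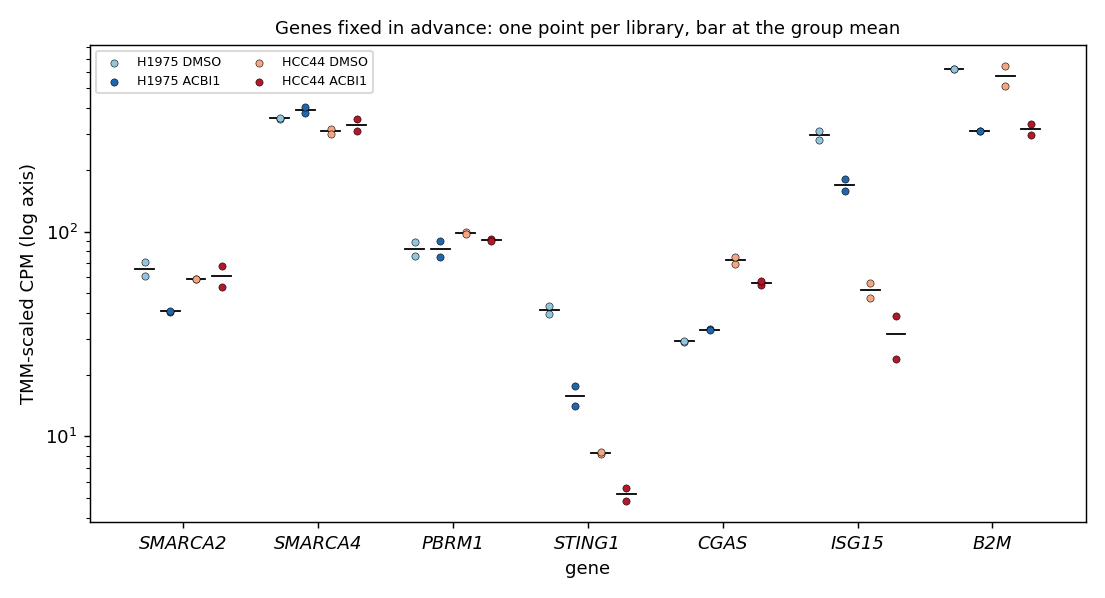
TMM-scaled CPM on a log axis for genes fixed in advance, with one point per library and a bar at the mean of each group of 2. STING1 is lower with ACBI1 in both lines, at 41.5 against 15.8 CPM in H1975 and 8.27 against 5.21 CPM in HCC44, while SMARCA4 stays between 308 and 392 CPM in the group means.

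In H1975, 6663 of 21307 tested genes were called, of which 3107 rose and 3556 fell. Of these, 2652 changed by at least 1 on the log2 scale. Library totals in place of TMM factors moved the split most, to 5427 risen and 2080 fallen, that is 72.3% risen against 46.6%. That scaling raised the median gene by 0.203 in H1975 and by 0.091 in HCC44 on the log2 scale, so directions are relative to the TMM scale. Rises and falls were ranked among called genes with a group mean of at least 5 CPM in the line. The largest rises were KCNJ11 (0.509 ± 0.071 to 6.27 ± 0.28 CPM, adjusted p 1.17e-05), PIK3CD-AS2 (0.766 ± 0.037 to 8.94 ± 1.9 CPM, adjusted p 5.93e-06) and SYP (1.33 ± 0.65 to 14.3 ± 2.8 CPM, adjusted p 3.79e-05). The 3 largest falls included IL7R (26.8 ± 0.82 to 0.459 ± 0.31 CPM, adjusted p 5.31e-06) and MX2 (45.3 ± 7.7 to 1.98 ± 0.34 CPM, adjusted p 2.54e-06). PIK3CD-AS2 is antisense to PIK3CD, and SYP overlaps another gene, so these counts are uncertain without the strand setting.

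In HCC44, 7438 genes were called, 3720 risen and 3718 fallen, and 3137 changed by at least 1 on the log2 scale. With library totals 60.5% of the calls were rises, against 50% with TMM factors. The largest rises were CP (1.15 ± 0.39 to 144 ± 110 CPM, adjusted p 0.000255), RAB39B (0.458 ± 0.049 to 14.3 ± 8 CPM, adjusted p 5.5e-05) and ITGA10 (2.37 ± 0.0014 to 63.3 ± 11 CPM, adjusted p 1.23e-06). The ACBI1 replicates of CP and RAB39B lay far apart, and CP overlaps another gene. The largest falls were IL1B (144 ± 39 to 0.391 ± 0.31 CPM, adjusted p 1.25e-05), SERPINB7 (47.7 ± 14 to 0.302 ± 0.071 CPM, adjusted p 4.4e-07) and C3AR1 (adjusted p 6.6e-07). C3AR1 had 773 counts with DMSO and 7 with ACBI1, a ratio of 110 with a counting interval of 53.1 to 274.

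Of the 18 fixed genes, 17 were tested. In H1975 9 were called over all genes and 10 when adjusted over the list alone. In HCC44 8 were called by either adjustment. STING1 fell by 1.39 on the log2 scale (SE 0.14, adjusted p 8.04e-05) in H1975 and by 0.67 (SE 0.15, adjusted p 0.00523) in HCC44. CGAS was 29.1 ± 0.11 and 33.1 ± 0.28 CPM in H1975, which was not called (adjusted p 0.146), and fell from 72.2 ± 3.7 to 56 ± 1.6 CPM in HCC44 (adjusted p 0.00923). CGAS was called as risen in H1975 with upper-quartile factors (0.26) and with library totals (0.39). B2M fell from 620 ± 0.66 to 310 ± 0.18 CPM in H1975 (adjusted p 0.000113) and from 578 ± 89 to 316 ± 27 CPM in HCC44 (adjusted p 0.00017). CGAS overlaps another gene. CXCL8 fell in H1975 (log2 fold change -2.19 ± 0.38, adjusted p 0.00485) and was not called in HCC44 (-0.53 ± 0.35), and the difference between the lines was not called (adjusted p 0.0636). That difference was called with DESeq2, with the filter of 1 CPM in 2 libraries, with non-robust dispersion and with the replicate number as a block. The fall in H1975 was not called without the filter, and CXCL8 was called in HCC44 with the block (-0.592). TBK1, IRF3, IL6 and CCL5 were called in neither line without the block, and IRF3 and IL6 also overlap other genes. With the block, IL6 was called as fallen in H1975 (-1.008) and HCC44 (-0.651), and IRF3 in H1975 (-0.234). Same-numbered libraries deviated together, with correlations of 0.739 in H1975 and 0.258 in HCC44. The labels name no shared batch, so the choice between the models stays open.

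ISG15 and CD274 had calls in which a single library weighed. ISG15 fell by 0.80 in H1975 (adjusted p 0.0166) and by 0.72 in HCC44 (adjusted p 0.0243). The HCC44 value was -0.416 without ACBI1 replicate 1 and -1.114 without ACBI1 replicate 2, and it was not called with HCC44 fitted alone. CD274 was not called in H1975 (adjusted p 0.17), though it was called as fallen without the filter, with H1975 fitted alone and with the block. It fell by 0.90 in HCC44 (adjusted p 0.00621), where it was -0.595 without ACBI1 replicate 2.

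IFNB1, IL1B and CXCL10 were near the counting limit in at least one line. IFNB1 had 11 counts in H1975 DMSO and 0 in H1975 ACBI1, which is at least 4.05-fold lower against a floor of 3 counts. The exact 95% lower limit of that ratio, which also covers the counting error of the DMSO libraries, is 2.77. In HCC44 it had 69 and 4 counts, a ratio of 17.2 with a 95% interval of 6.41 to 64.8. Both changes of IFNB1 were called. IL1B in H1975 had 180 and 2 counts, a ratio of 99.5 with an interval of 27.1 to 828. CXCL10 did not pass the filter.

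The response to ACBI1 differed between the lines for 3967 genes, 2178 with a more positive log2 fold change in HCC44 and 1789 with a more negative one. Without the filter on low counts 4800 genes were called. Differences were ranked among called genes with at least 5 CPM in a group of each line. That minimum leaves out ITGA10 (4.46), SERPINB7 (-4.85) and C3AR1 (-4.42). The largest positive differences were DNER (10.4 ± 0.5 to 1.22 ± 0.083 CPM in H1975, 7.51 ± 2.1 to 45.1 ± 28 CPM in HCC44, adjusted p 0.00179), ARL14 (log2 difference 4.23 ± 0.33, adjusted p 6.26e-05) and IGFBP6 (3.85 ± 0.71, adjusted p 0.0111). IGFBP6 was no longer called without the filter. The largest negative differences were SYTL3 (-3.76 ± 0.27, adjusted p 3.08e-05), OSBP2 (24.1 ± 1.2 to 48.7 ± 2 CPM in H1975, 58 ± 8.9 to 10.6 ± 0.43 CPM in HCC44, adjusted p 5.4e-06) and RNF223 (-3.45 ± 0.5, adjusted p 0.00234). Of the fixed genes, the difference was called for 4, among them SMARCA2, STING1 (0.72 ± 0.2, adjusted p 0.0315) and CGAS (-0.55 ± 0.13, adjusted p 0.0136), and 5 were called when adjusted over the list alone. STING1's difference was 0.61 and not called with library totals.

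The lines changed 2750 genes in the same direction, 1242 risen and 1508 fallen, where 1163 would be expected if calls in the lines were independent. The lines share no control library. Another 476 genes were called in opposite directions, against 1163 expected, and for all 476 the difference was called. Across the tested genes, which are not independent replicates, the log2 fold changes correlated with a Pearson r of 0.345 and a Spearman rho of 0.341. The Pearson r was 0.161 with no filter. Shared changes were ranked by mean log2 fold change under the same minimum of 5 CPM. The largest shared rises were PIK3CD-AS2, OLFM2 (log2 fold changes 2.89 and 4.05 in H1975 and HCC44) and CCDC74B (1.25 and 4.17), whose paralog CCDC74A makes its counts uncertain. The largest shared falls were IL7R, AGT (-2.88 and -5.73) and IL11 (239 ± 35 to 26.8 ± 2 CPM in H1975, 363 ± 84 to 9.54 ± 1.2 CPM in HCC44).

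**Figure D2:**
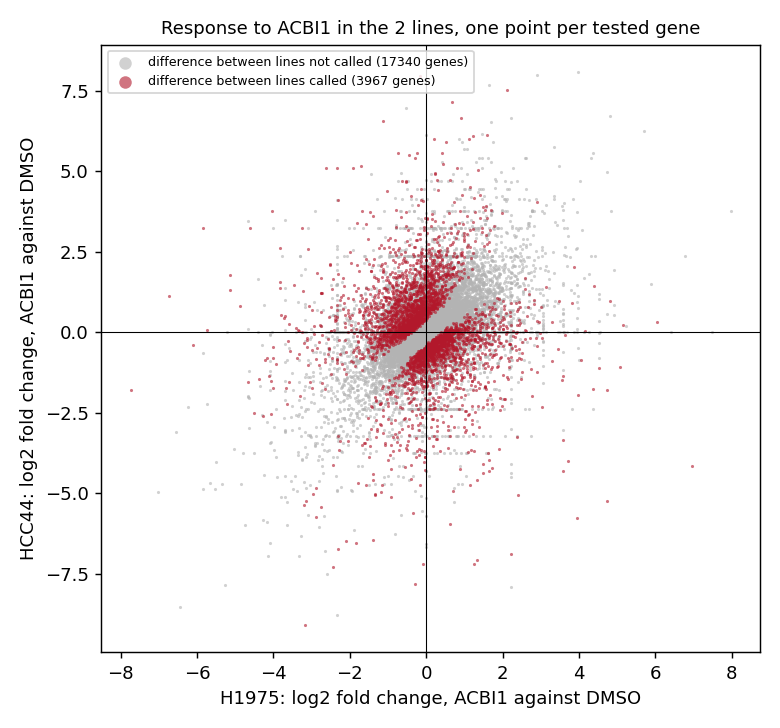
Log2 fold change with ACBI1 against DMSO in H1975 (x axis) and in HCC44 (y axis), with one point per tested gene and the 3967 genes with a called difference between the lines in red. The cloud leans along the diagonal with a Pearson r of 0.345.

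Of the 24 gene list tests, 11 passed the threshold under camera, 14 under fry and 2 under camera with an estimated correlation. The last were nucleic acid sensing and interferon-stimulated genes in H1975, both with an adjusted p of 0.0437. The other 9 camera calls were lost under the estimated correlation, and all 11 held under fry. Interferon-stimulated genes fell in H1975 with a median log2 fold change of -1.50, 38 of 40 genes lower, 37 called and a camera adjusted p of 1.85e-55. In HCC44 the median was -0.20, 25 of 40 genes were lower, 14 were called as fallen and 8 as risen, and the adjusted p was 0.0527. This HCC44 result lies at the threshold, since it was called with RLE factors and without the filter, and its median ranged from -0.38 without ACBI1 replicate 2 to -0.14 without ACBI1 replicate 1. The difference had a median of 1.21 with 39 of 40 genes more positive in HCC44 and an adjusted p of 1.93e-29. Proliferation genes had a median of 0.035 in H1975 (adjusted p 0.618) and of 1.58 in HCC44, where 38 of 38 were higher, 36 were called and the adjusted p was 8.05e-19. The difference had a median of 1.54 and an adjusted p of 3.15e-17.

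Nucleic acid sensing genes fell in H1975 (median -0.70, 16 of 18 lower, camera adjusted p 6.76e-08) and in HCC44 (-0.29, 13 of 18 lower, adjusted p 0.00742), and the difference was not called (adjusted p 0.117), but was called under fry and without the filter. Antigen presentation genes fell in H1975 (-0.54, 19 of 19 lower, adjusted p 3.07e-09) and in HCC44 (-0.55, 16 of 19 lower, adjusted p 2.83e-06). HIF targets fell in H1975 (-0.29, 22 of 32 lower, adjusted p 0.000862) and in HCC44 (-0.18, 17 of 32 lower, adjusted p 0.0276). The HCC44 value was -0.094 without DMSO replicate 2 and -0.072 without ACBI1 replicate 1, and it was not called with 1 CPM in 2 libraries or with HCC44 fitted alone. YAP/TEAD targets were called in H1975 (-0.15, adjusted p 0.0199) and not in HCC44 (-0.22, adjusted p 0.156). The H1975 median was -0.238 without DMSO replicate 1, 0 without DMSO replicate 2 and -0.068 without ACBI1 replicate 1, and it was 0.041 with library totals. The H1975 call was lost with 1 CPM in 2 libraries, and HCC44 was called under fry and without the filter. With the replicate number as a block, HCC44 was called (-0.238) and H1975 was not (-0.139), so the calls do not separate the lines. The difference between the lines was not called (adjusted p 0.665). NF-kB and inflammatory cytokine genes had medians of -0.097 and 0.006 in H1975 and HCC44, and SWI/SNF subunits of 0.024 and 0.088. The NF-kB median in H1975 was -0.426 without DMSO replicate 2 and -0.487 without ACBI1 replicate 1, and that in HCC44 ranged from -0.05 to 0.069 with each HCC44 library left out. The SWI/SNF median ranged from -0.002 to 0.141 in H1975 and from 0.08 to 0.138 in HCC44 in the same way. Neither list was called in either line under camera, and SWI/SNF subunits were called in HCC44 under fry. Single genes of both lists changed in both directions. Of the NF-kB list, 5 genes were called as risen and 12 as fallen in H1975, and 8 and 7 in HCC44. Of the SWI/SNF list, the numbers were 5 and 4 in H1975 and 7 and 3 in HCC44. A small median therefore does not mean that the genes of a list stayed unchanged.

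**Figure D3:**
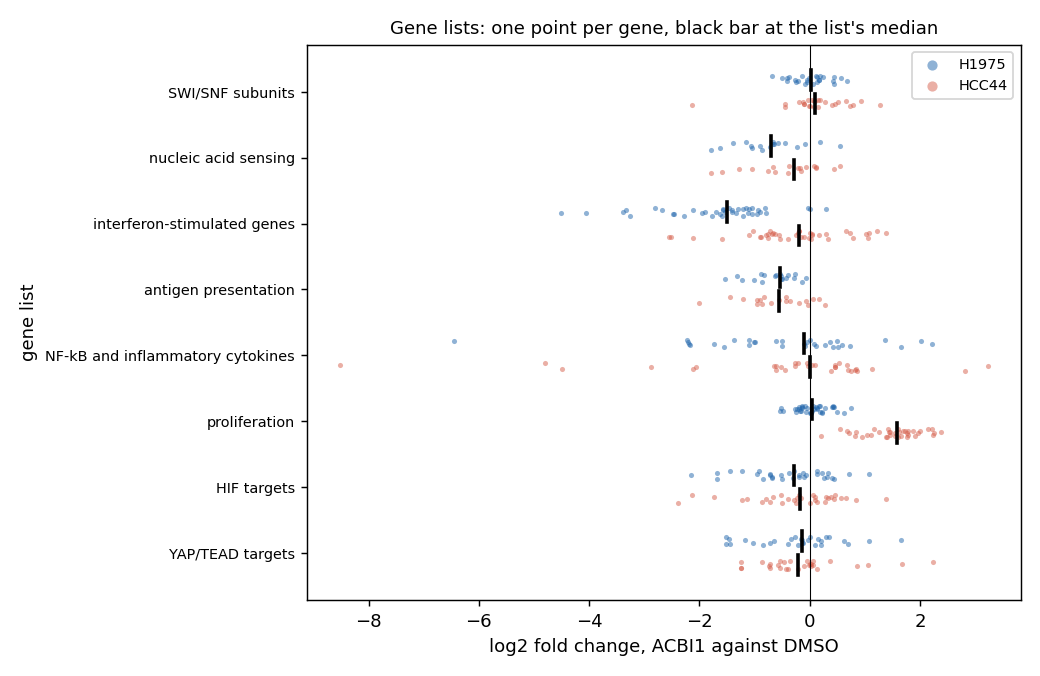
Log2 fold change with ACBI1 against DMSO (x axis) for the genes of the 8 lists (y axis), with one point per gene, blue for H1975 and red for HCC44, and a black bar at each median. Interferon-stimulated genes have a median of -1.50 in H1975 and -0.20 in HCC44, and proliferation genes of 0.035 and 1.58.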

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

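The tests below were written after the main results and before their own outcomes were known, except the check for a mislabelled library, which was chosen after the correlations had been seen. The nutrient stress and cell-cycle exit lists were chosen after the proliferation result was seen.

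A test of the difference itself found 3967 genes whose response to ACBI1 differed between the lines. With library totals 88.5% of them stayed called with the same sign, after removal of GC content and length trends 97.3%, and after thinning every library to the smallest total 96.6%. Genes with a mean CPM under 1 in both groups of one line made up 16.4% of them. All 8 libraries correlated best with their own replicate, which argues against a single mislabelled library but would not show an exchange of whole groups. Library totals were already alike, at 62467286 to 70455517 counts. The thinning therefore removed few reads and could hardly have changed the calls. Each of the other values goes against the technical explanation it tests as the cause of most calls. Simulated data put 8.96% and 11% of calls for the difference as false. Each draw changed 200 genes in a single line, far fewer than the 3967 called here. Those shares therefore need not hold for the calls in the data. A difference in biology between the lines stays open as a hypothesis, since it was not tested apart from the lines.

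Among the named genes, the difference was called for 18, of which 17 are given here. The log2 difference was 0.74 for SMARCA2, 0.72 for STING1, -0.55 for CGAS, 2 for MX2 and 4.46 for ITGA10. It was -4.85 for SERPINB7, -4.42 for C3AR1, 5.68 for DNER, 4.23 for ARL14, 3.85 for IGFBP6 and -3.76 for SYTL3. It was -3.47 for OSBP2, -3.45 for RNF223, 1.16 for OLFM2, 2.92 for CCDC74B, -2.85 for AGT and -2.09 for IL11. With library totals 17 stayed called with the same sign, and STING1 did not. After removal of GC content and length trends 18 did. C3AR1 had 10 and 2 counts in H1975, so its fitted difference rests on few reads. Overlaps and paralogs leave CGAS, SMARCA2 and CCDC74B uncertain, and this was not tested.

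Interferon-stimulated genes fell more in H1975, with a median difference of 1.21 on the log2 scale. The median was 1.10 with library totals and 1.18 after removal of GC content and length trends. Among the 26 list genes with a mean of at least 5 CPM in every group it was 1.02, with an interquartile range of 0.70 to 1.78. A minimum in every group can drop genes that fell, so the list was also split by its mean over the 4 HCC44 libraries, a split chosen afterwards, and the 28 genes above 5 CPM also had a median of 1.02. The smallest median with one library left out was 1.06. These values go against scaling, GC content or length, low counts in HCC44 and a single library as the whole cause. Under camera with an estimated correlation the difference was not called. The list's median level was 84.5 CPM in H1975 DMSO and 14.7 CPM in HCC44 DMSO, and 36 of 40 genes were higher in H1975 DMSO. A candidate explanation is that H1975 had more interferon-stimulated transcription to lose, a hypothesis that was not tested over the list. SAMD9L, PARP14, GBP1 and IRF1 were not higher in H1975 DMSO and also fell more in H1975. Their log2 differences were 2.59, 0.44, 0.66 and 0.66, all called. This argues against the gene's own starting level as the cause for them and leaves it open for the 36 others. In HCC44, 8 list genes were called as risen and 14 as fallen, and a smaller loss gives no rise.

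Proliferation genes rose in HCC44 and not in H1975, with a median difference of 1.54 on the log2 scale. The HCC44 median was 1.67 with library totals, 1.60 after removal of GC content and length trends and at least 1.21 with one HCC44 library left out. These values go against scaling, GC content or length and a single library as the cause. The genes of this list move together, with an estimated correlation of 0.688 in the test for HCC44. That estimate comes from the libraries of both lines and is not specific to HCC44. Neither the rise nor the difference was called under camera with an estimated correlation.

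Culture state was examined as a source of the proliferation pattern. If nutrient stress in the HCC44 DMSO cultures were the source, stress genes would fall with ACBI1 in HCC44 and not in H1975. They fell in HCC44, with a median of -0.21 (18 of 23 lower, camera adjusted p 0.00217 over 6 tests). They also fell in H1975, where proliferation genes did not rise (-0.39, 21 of 23 lower, adjusted p 1.04e-05). The prediction was therefore met for HCC44 and failed for H1975. Stress genes were not compared between the DMSO groups, so the fall in H1975 does not exclude nutrient stress in the HCC44 DMSO cultures. If the HCC44 DMSO cultures had left the cell cycle, proliferation genes would be lower there than in H1975 DMSO by about the size of the rise and alike under ACBI1. The median log2 difference was -1.31 with DMSO and -0.01 with ACBI1, as that prediction asked. A list of 16 cell-cycle exit genes, a requirement added after these values were seen, had a median of 0 in HCC44 with 8 genes lower and 8 higher. The exit list also differed between the lines, with a median difference of 0.34 (adjusted p 0.0127), and it fell in H1975 (-0.38, 13 of 16 lower, adjusted p 0.005). A slower growth state of the HCC44 DMSO cultures and an effect of ACBI1 on proliferation therefore cannot be told apart, since the labels give no cell density or growth rate.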

How the results depend on the processing

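The alternatives named here were chosen before the data were examined, and the tests on the correlation of same-numbered H1975 libraries after it had been seen. The counts of called genes stayed within 1.5 times of 6663 in H1975, 7438 in HCC44, 3967 for the difference and 2750 shared under DESeq2, RLE factors, upper-quartile factors, library totals, no filter, the filter of 1 CPM in 2 libraries and non-robust dispersion. DESeq2 called 6018, 7005 and 4263 genes, of which 5668, 6767 and 3674 were the same genes with the same sign. With an adjusted p under 0.01 the counts were 3691, 4681, 1654 and 1332, and with a log2 fold change of at least 1 they were 2652, 3137, 1983 and 856. These follow from stricter thresholds on the same tests. Library totals changed the share of rises to 72.3% in H1975, 60.5% in HCC44 and 40.5% for the difference, from 46.6%, 50% and 54.9%, and moved the median gene by 0.203, 0.091 and -0.112 on the log2 scale.

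The Pearson r between the lines was 0.345, and it was 0.161 with no filter, 0.395 with 1 CPM in 2 libraries, 0.38 for genes with a mean of at least 5 CPM and 0.461 with each line fitted alone. These settings change which genes enter. With each line fitted alone the difference between the lines has no test. It ranged from 0.305 to 0.337 with each library left out. Of the 24 list tests, 2 passed under camera with an estimated correlation, against 11 with the preset one.

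Library totals reversed the sign of 9 results, none of which had been called except YAP/TEAD targets in H1975. The values were 0.108 for NF-kB genes in H1975, 0.041 for YAP/TEAD targets in H1975, -0.018 for the difference in SWI/SNF subunits, -0.112 for the difference in YAP/TEAD targets, 0.196 for PBRM1, 0.119 for TBK1 and 0.101 for CCL5 in H1975, -0.036 for the IRF3 difference and -0.035 for the ISG15 difference. The difference in YAP/TEAD targets was also -0.036 with RLE factors, -0.022 with upper-quartile factors, -0.034 with DESeq2 and -0.004 with 1 CPM in 2 libraries. PBRM1 in H1975 was 0.025 with DESeq2, 0.025 with RLE factors, 0.066 with upper-quartile factors and 0.014 with 1 CPM in 2 libraries. NF-kB genes in HCC44 were at -0.03 with 1 CPM in 2 libraries and -0.028 with each line alone. The cause was not tested. Of the other comparisons of named genes, 642 kept direction and side of the threshold, 18 passed it and 5 no longer did. Of the list medians under alternatives with a list test, 200 kept both, 9 passed it and 14 no longer did. With DESeq2, which gives no list test, 23 of 24 list medians stayed within their spread.

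Leaving out a library leaves 1 in its group, so those fits give values and no calls, and no counts of genes. Of the values of named genes 306 stayed within their spread and 98 moved beyond it, and of the 128 list medians 81 stayed, 46 moved and 1, of a called list, came to 0. A sign opposite to that of all libraries was found for 12 list medians, none of a list and contrast called with all libraries. YAP/TEAD targets in H1975 ranged from -0.238 to 0, the last without DMSO replicate 2. HIF targets in HCC44 were -0.094 without DMSO replicate 2 and -0.072 without ACBI1 replicate 1.

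The labels number replicates alike in all groups and name no shared batch, and each line has 2 pairs, so the libraries were taken to share only a number. Deviations of same-numbered libraries across 10207 genes correlated at 0.739 in H1975 and 0.258 in HCC44, and between -0.056 and -0.019 across lines. With the replicate block nested in line, 9103 genes were called in H1975, 9533 in HCC44, 6358 for the difference and 4065 shared. Under the block IL6 was called in H1975 (-1.008), in HCC44 (-0.651) and for the difference (0.357), IRF3 in H1975 (-0.234), CXCL8 in HCC44 (-0.592) and for the difference (1.585), and CD274 in H1975 (-0.377) and for the difference (-0.557). YAP/TEAD targets were called in HCC44 (-0.238) and not in H1975 (-0.139), HIF targets were not called in HCC44 (-0.144), and the difference in NF-kB genes was called (0.349). The median of that difference, 0.342 without the block, was 0.067 without H1975 DMSO replicate 1, 0.588 without H1975 DMSO replicate 2 and 0.151 without HCC44 ACBI1 replicate 1. After removal of GC content and length trends the correlation was 0.744 in H1975 and 0.374 in HCC44, which goes against those trends as its cause. The H1975 correlation was 0.737 without mitochondrial genes, but dropping so few genes decides nothing about their share. No biological explanation was tested.

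With 2 libraries per group, simulated changes of 1.5-fold were recovered in 38.6% of genes in H1975 and 39.5% in HCC44. In the difference between the lines, 9.86% of those changed in H1975 and 10.7% of those changed in HCC44 were recovered. Small changes that were not called, and above all small differences between the lines, are therefore not shown to be absent.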

Other observations

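The tests of the TMM factors were written after the factors had been seen and before their own outcomes were known. The factors were higher with ACBI1 in both lines, at 1.146 and 1.133 against 0.9898 and 0.9887 in H1975 and at 0.9785 and 0.9661 against 0.9197 and 0.9058 in HCC44. Without the 100 most counted genes, 78.2% of the shift of the median gene stayed in H1975 and 127% in HCC44. Without mitochondrial genes 89.9% and 111% stayed. Neither the 100 most counted genes nor mitochondrial transcripts therefore account for most of the shift. Without the 1000 most counted genes, an added removal that was not planned, 47.3% stayed in H1975 and 103% in HCC44, so a loss of share by a wider set of abundant genes stays open for H1975. No biological explanation was tested.

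Long non-coding RNAs made up 4210 of the tested genes, by their class in GENCODE release 29. In H1975 64.7% of the called ones rose, against 42.2% of called protein-coding genes, and in HCC44 68.8% against 46%. Their median log2 fold change was 0.16 in H1975 and 0.22 in HCC44, and 0.10 and 0.20 after removal of GC content and length trends. Many overlap coding genes, and the strand setting is not stated. The difference between the classes was not tested.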
